# HAND1 knockdown disrupts trophoblast global gene expression

**DOI:** 10.14814/phy2.15553

**Published:** 2023-01-25

**Authors:** Robert Fresch, Jennifer Courtney, Heather Brockway, Rebecca L. Wilson, Helen Jones

**Keywords:** congenital heart defects, Hand1, placenta, transcriptome

## Abstract

Congenital heart disease (CHD) affects nearly 1% of births annually, and CHD pregnancies carry increased risk of developing pathologies of abnormal placentation. We previously reported significant developmental impacts of disrupting *Hand1*, a gene associated with CHD, expression in placenta trophoblast and endothelial cells in multiple mouse models. In this study, we aimed to build upon this knowledge and characterize the mechanistic impacts of disrupting *HAND1* on human placenta trophoblast and vascular endothelial cell gene expression. *HAND1* gene expression was silenced in BeWo cells, a choriocarcinoma model of human cytotrophoblasts, (*n* = 3–9 passages) and isolated human placental microvascular endothelial cells (HPMVEC; *n* = 3 passages), with *HAND1* siRNA for 96 h. Cells were harvested, mRNA isolated and RNA sequencing performed using the Illumina NextSeq 550 platform. Normalization and differential gene expression analyses were conducted using general linear modeling in edgeR packages. Statistical significance was determined using a log2 fold change of >1.0 or < −1.0 and unadjusted p‐value ≤0.05. Panther DB was used for overrepresentation analysis, and String DB for protein association network analysis. There was downregulation of 664 genes, and upregulation of 59 genes in BeWo cells with direct *HAND1* knockdown. Overrepresentation analysis identified disruption to pathways including cell differentiation, localization, and cell projection organization. In contrast, only seven genes were changed with direct *HAND1* knockdown in HPMVECs. Disruption to *HAND1* expression significantly alters gene expression profile in trophoblast but not endothelial cells. This data provides further evidence that future studies on genetic perturbations in CHDs should consider the extra‐embryonic tissue in addition to the fetal heart.

## 1 INTRODUCTION

Congenital heart disease (CHD) affects nearly 1% of births annually, and often requires surgical intervention for repair and correction (van der Linde et al., 2011). Despite advances in care, CHD is still a leading cause of infant mortality from pregnancies complicated by birth defects accounting for approximately 4.2% of all neonatal deaths, and is associated with healthcare costs of approximately $6.1 billion dollars annually (Arth et al., 2017). About 25% of babies with CHD will have severe CHD (Oster et al., 2013), and the prevalence of CHD, particularly mild disease, is increasing. Pregnancies complicated with CHD also carry increased risk of developing pathologies of abnormal placentation including fetal growth restriction (FGR), preeclampsia, preterm birth, and stillbirth (Courtney et al., 2018). These adverse pregnancy outcomes greatly impact the after birth care required for the infant, specifically with regards to morbidity and mortality associated with surgery to correct the cardiac defect, as well as impacting childhood development and survival (Courtney et al., 2020).

Currently, we lack comprehensive understanding of the embryonic and fetal relationship between development of the placenta and the heart. The placenta is essential to fetal growth and development and placental dysfunction impacts perinatal outcomes (Burton & Fowden, 2015). This is because the placenta plays an essential role in regulating the transport of nutrients and oxygen from the mother to the fetus, and mediates maternal‐fetal communication. In utero, initial heart and placenta development occurs in parallel during the first 3 weeks of gestation. We and others have shown common molecular pathways in placental and heart development (Courtney et al., 2021; Firulli et al., 2010). Using a systematic computational approach, we have shown numerous commonly expressed genes between first trimester human heart and placenta cells, which if disrupted may concurrently contribute to the developmental perturbations resulting in CHD (Wilson et al., 2022). Additionally, our lab has previously reported disrupted vascular development, and morphologic abnormalities and placental insufficiency in placentas from human pregnancies with CHD (Courtney et al., 2020; Jones et al., 2015). However, in‐depth knowledge of the regulation of these common molecular pathways, particularly in relation to vasculogenesis and angiogenesis, is lacking. Additionally, studies using mice models to better understand heart development have also been shown to exhibit abnormal placental development, although the latter is very rarely investigated (Perez‐Garcia et al., 2018).

*HAND1* is a transcription factor related to the basic helix–loop–helix (bHLH) with essential roles in embryonic placenta and heart development (Firulli et al., 1998), and is expressed in first trimester human placental trophoblast (James et al., 2015; Telugu et al., 2013) and first trimester cardiac cells (Cui et al., 2019). Hand1‐null mice are embryonic lethal by E8.5 due to defects in the extraembryonic tissues (Cserjesi et al., 1995; Firulli et al., 1998; Morikawa & Cserjesi, 2004; Riley et al., 1998). In mouse models where a knock‐in stop codon is expressed on one allele of the *Hand1* gene (Hand1^A126fs/+^) in specific cell types of the fetal heart because of different CRE drivers, embryonic lethality does not occur until gestational day 15.5 and fetuses exhibit outflow tract abnormalities, thin myocardium and ventricular septal defects (Firulli et al., 1998). More recently, we have shown that placentas of the Nkx2.5^Cre^/Hand1^A126fs/+^ mouse, in which the stop codon in the *Hand1* gene is knocked‐in in chorion and labyrinth trophoblast progenitor cells, to expand labyrinth trophoblast precursor population, or develop appropriate syncytiotrophoblast and endothelium in the labyrinth (nutrient exchange area), by gestational day 10 resulting in fetal demise (Courtney et al., 2021). However, using the Cdh5^cre^/Hand1^A126fs/+^ mouse model, which results in a stop codon in the *Hand1* gene specifically in endothelial cells of the placenta and heart, the placentas are only affected in later‐gestation with reduced placental vascular branching, but little effect on fetal heart development (Courtney et al., 2021). Signaling between trophoblast cells and villous endothelium is necessary for placental development and function, however there is a paucity of data looking at how signaling occurs at a molecular level during development. In this study, we aimed to build upon our discoveries in the mouse models and characterize the impact of disrupting *HAND1* expression on molecular signaling in human placenta trophoblast, and placental villous endothelial cells independently.

## 2 MATERIALS AND METHODS

### 2.1 BeWo and human placental microvascular endothelial cell culture

BeWo choriocarcinoma cell line (CCL‐98, ATCC; fetal origin), which have physiological characteristics of the villous trophoblast (Gauster & Huppertz, 2010; Kudo et al., 2003), were maintained at 37°C, 5% CO_2_ in Ham's F‐12 medium (Sigma, St. Louis, MO) with 1% penicillin–streptomycin (Gibco, Waltham, MA), and 10% fetal bovine serum. Human Placenta Microvascular Endothelial Cells (HPMVECs) were isolated from term placentas under IRB approval (Good Samaritan Hospital and Cincinnati Children's Hospital Medical Center) as previously described (Troja et al., 2014). HPMVECs were cultured in T75 flasks pre‐treated with attachment factor (Cell Applications Inc.) at 37°C, 5% CO_2_ in EGM‐2 media (Lonza, Allendale, NJ). Cells were sub‐cultured every 3–4 days based on confluence estimates of 70%–90%. Experiments were conducted on cells at passages four to ten as standard in our cell culture protocols for BeWo and HPMVECs (Troja et al., 2014). Experimental replicates were performed in triplicate and biological replicates on at least three different passages.

### 2.2 Direct *HAND1* knockdown in BeWo and HPMVECs

BeWo cells or HPMVECs were plated (2.5 × 10^5^ cells/well) onto Millicell hanging cell culture inserts (Millipore, Bedford, MA) in 12 chamber culture trays with respective culture media in both the well insert chamber. For HPMVECs, the inserts were pre‐coated with attachment factor. After 24 h, the well culture media was removed, cells washed with PBS, and replaced with treatment media: minimum essential media (MEM; Sigma, St. Louis, MO) containing 1% L‐glutamine (Gibco, Waltham, MA) and 1% penicillin–streptomycin. To knockdown *HAND1* cells (*n* = 9 passages for BeWo cells and *n* = 3 passages for HPMVECs) were treated with 3 μl Lipofectamine +4 μl 10 μM *HAND1* siRNA for 96 h as laboratory standard (Jones et al., 2009). Treatment of cells with 3 μl Lipofectamine +3 μl 10 μM Allstars negative siRNA was used as a negative control. After 6 h, 10% FBS was added to ensure cell survival without starvation effects of MEM. At 96 h, cells were harvested for RNA isolation following treatment.

### 2.3 Isolation of RNA and confirmation of *HAND1* knockdown via QPCR

Cells were lysed using RLT Buffer from Qiagen (Valencia, CA) following manufacturer's instructions. Total RNA was isolated using the RNeasy Mini Kit, QIAshredder, and on‐column DNA digest (Qiagen) following the protocol provided by the manufacturer. For QPCR analysis, total RNA was quantified using a Nanodrop Spectrophotometer. One milligram of RNA was then converted to cDNA utilizing the Applied Biosystems High Capacity cDNA kit following manufacturer's protocol. QPCR was performed in duplicate reactions containing PowerUp SYBR Green (Applied Biosystems) as per manufacturer's instructions and with primers (Table S1) on the StepOne‐Plus Real‐Time PCR System (Applied Biosystems). Relative mRNA expression was calculated using the comparative CT method (Pfaffl, 2001) with the StepOne Software v2.3 (Applied Biosystems) normalizing genes to *ACTB*.

### 2.4 Transcriptome generation and differential gene expression bioinformatic analyses

Total RNA was isolated from cells using same protocol as for QPCR. 50–100 μg of RNA from the various treated BeWo cells (*n* = 3), and HPMVECs (*n* = 3) was submitted to the University of Cincinnati Genomics, Epigenomics and Sequencing Core for RNA quality assessment and sequencing. RNA quality control (QC) was conducted on an Agilent 2100 Bioanalyzer for quality control. Only samples with a RNA integrity number (RIN) >8 were processed for sequencing. For each RNA sample, poly‐A RNA libraries were generated using NEBNext Ultra Directional RNA Library Prep kits (New England Biolabs, Ipswich, MA), and the TruSeq SR Cluster kits (v3, Illumina). Transcriptomes were generated on the Illumina NextSeq 550 platform with ~25 million reads per sample with a single end read length between 85–101 bp. Initial quality control for post‐sequencing reads, read alignment, and read count generation were all performed in the public Galaxy Bioinformatic server (Boekel et al., 2015) utilizing the following tools: FASTQC (Andrews et al., 2010), trimmomatic (Bolger et al., 2014), Bowtie2 (Langmead & Salzberg, 2012), and featurecounts (Liao et al., 2014). All samples were then aligned utilizing the hg38 genome build via Bowtie2, which allowed for more precise alignments of the numerous homologous genes expressed in these specific cell lines. For each different experiment, gene count matrices were generated using featurecounts and utilized for differential gene expression analyses. Differential gene expression analyses were conducted using the Empirical analysis of digital gene expression in R (EdgeR) package (Robinson et al., 2010). General linear modeling using the following pairwise comparisons were performed between, untreated controls, Allstars negative control treated, direct *HAND1* knockdown treated BeWo and HPMVEC cells that were treated directly. Multiple corrections testing yielded no statistical differences in the pairwise comparisons. Therefore, we used the raw p‐values to determine genes to be used in overrepresentation analysis to identify pathways and processes rather than individual genes. 

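*HSPA6*, a heat shock protein gene that is nearly silent in most unstressed cells, and *SOX17*, a transcription factor of arterial endothelium, were higher in transfected than in untreated HPMVECs. HPMVECs are human placental microvascular endothelial cells isolated from term placentas, here taken at 96 h after no treatment, *HAND1* siRNA or Allstar negative control siRNA, the siRNAs carried by the lipid reagent Lipofectamine. *HSPA6* measured 7.50 ± 2.75 CPM (counts scaled to a common library size; SD, n = 4 libraries) with *HAND1* siRNA, 8.14 ± 0.904 CPM (SD, n = 3) with Allstar and 0.674 ± 0.130 CPM (SD, n = 4) without treatment. *SOX17* measured 1.86 ± 0.518, 2.41 ± 0.283 and 0.337 ± 0.0977 CPM in the same order. Genes that mark endothelial cells were scarce in these libraries, with a median of 0.607 CPM over 25 genes, so *SOX17* is not read here as a sign of arterial endothelium.
Of 19145 genes tested between *HAND1* siRNA and untreated cells, 8 rose and 0 fell at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and 1374 had an unadjusted p under 0.05 (800 higher and 574 lower). DESeq2 called 95 higher and 9 lower genes, edgeR's likelihood ratio test 37 and 3, and limma voom 2 and 0. *HSPA6* rose by 3.48 on the log2 scale (SE 0.28, adjusted p = 0.000839 from edgeR) and *SOX17* by 2.43 (SE 0.29, adjusted p = 0.0154). *HSPA7*, a pseudogene of *HSPA6* that may share its reads, rose by 3.43 (SE 0.44, adjusted p = 0.0285). Shared reads could have been counted for either, so both *HSPA6* and *HSPA7* are reported as uncertain. *RRAD*, which encodes a Ras-related GTPase, rose from 27.0 ± 5.00 to 60.2 ± 4.19 CPM, a log2 fold change of 1.16 (SE 0.13, adjusted p = 0.0145), with replicate 4 of the *HAND1* siRNA libraries below the others at 54.0 CPM. *FBN2*, which encodes the matrix protein fibrillin-2, rose from 64.5 ± 5.50 to 114 ± 9.77 CPM (log2 fold change 0.82, SE 0.12). *ABTB2* (1.04), *ARHGAP39* (0.81) and *PDP1*, a phosphatase that activates pyruvate dehydrogenase (0.64), rose as well, each with an adjusted p of 0.0477 from edgeR, the same as *FBN2*.
*BIRC3*, an inhibitor of apoptosis induced by NF-kB, had a log2 fold change of 2.09 and did not pass (adjusted p = 0.119 from edgeR). *TLNRD1*, *ZFP36L2*, *HSPA1B*, *MICALL1* and *SPSB1* were higher by 0.50 to 0.69 without passing, *HSPA1B* being nearly identical to *HSPA1A* in sequence, so that both are reported as uncertain. *CD1D*, *PRXL2A*, *IL13RA2*, *LINC00881*, *IL18R1*, *PRKAR2B*, *HAND2*, *STMN2*, *NHLRC3*, *ARL6IP5*, *ABHD14B* and *FAM8A1* had log2 fold changes of −1.12 (*LINC00881*) to −0.30 (*ARL6IP5*) and adjusted p of 0.256 to 0.485 from edgeR. In *CD1D*, *LINC00881* and *NHLRC3*, a single *HAND1* siRNA library stood apart from the other 3.
Between Allstar and untreated cells, *HSPA6* rose by 3.59 (SE 0.29, adjusted p = 0.000851) and *SOX17* by 2.81 (SE 0.29, adjusted p = 0.00681), again from edgeR's quasi-likelihood test. No other gene passed, with 552 higher and 509 lower at an unadjusted p under 0.05; DESeq2 called 24 higher and 15 lower, the likelihood ratio test 15 and 5, and limma voom 2 and 0. Log2 fold changes that did not pass were 1.01 for *RRAD*, 0.95 for *HBEGF*, an EGF receptor ligand, 1.76 for the stress-induced transcription factor *ATF3*, 0.80 and 0.73 for the uncertain *HSPA1A* and *HSPA1B*, with 0.46 to 0.88 for *ARHGAP39*, *ABTB2*, *ZFP36L2*, *PDP1*, *TLNRD1* and *FBN2*. *DCN*, which encodes the matrix proteoglycan decorin, was at 1571 ± 247 CPM with Allstar and 2431 ± 352 CPM in untreated cells, a log2 fold change of −0.63 (adjusted p = 0.468 from edgeR). *CD1D*, *CCBE1*, *IL13RA2*, *SLC19A3*, *PMP22*, *CD55*, *SLC12A8*, *CFD*, *NEGR1*, *RARRES2* and *SMAD9* were also lower without passing, by log2 fold changes of −1.13 (*RARRES2*) to −0.38 (*NEGR1*).
With the replicate number as a block, 46 genes (40 higher and 6 lower) passed for *HAND1* siRNA and 10 (8 higher and 2 lower) for Allstar against untreated cells, all by edgeR. With it *BIRC3* (adjusted p = 0.00787 from edgeR), *TLNRD1*, *ZFP36L2*, *HSPA1B* and *MICALL1* (0.0353 to 0.0388) passed as higher and *CD1D*, *PRXL2A* and *LINC00881* (0.0354 to 0.0439) as lower with *HAND1* siRNA, and *RRAD* and *HSPA1A* (both 0.00688) as higher with Allstar. *HBEGF*, *ATF3*, *IFI6*, *CNN1*, *IFI44*, *DDX60*, *HSPA1A*, *CD274* and *OXTR* (0.0106 to 0.0438) also passed as higher with *HAND1* siRNA in that fit, and *HSPA7* (0.000676), *IFI44* (0.00688) and *DDX60* (0.0110) with Allstar. Of these, the calls of *HSPA1A*, *HSPA1B* and *HSPA7* are uncertain, since each has a close copy elsewhere in the genome. Instead of 8 genes with *HAND1* siRNA, 4 passed without *HAND1* siRNA replicate 1, 3 or 4, 3 without *HAND1* siRNA replicate 2, 2 without untreated replicate 1, 3 or 4 and 1 without untreated replicate 2. For Allstar, 1 passed without Allstar replicate 2 or untreated replicate 2 and 4 without Allstar replicate 4.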

RNA sequencing data have been deposited to NCBI GEO under the accession GSE209620.

### 2.5 Overrepresentation analysis

#### 2.5.1 Panther DB evaluation

Lists of significantly differentially expressed genes identified between Allstar negative control and *HAND1* siRNA treated BeWos and HPMVECs were analyzed by PantherDB (Panther15.0) to determine over‐representation and identify pathways and processes involved in trophoblast‐ endothelial cell signaling. Gene names were submitted with statistical testing conducted using Fisher's Exact test with multiple corrections testing via Bonferroni correction. We conducted analyses using Panther pathways, Reactome pathways, and GO Biological Processes against the entire genome for Homo sapiens.

#### 2.5.2 In silico StringDB assessment of interaction networks

StringDB (version 11.0) was utilized to assess potential protein interactions affected by knockdown of *HAND1* in BeWo cells. Seven significantly differentially expressed genes with large fold‐changes were individually entered into StringDB and then functional interactions classified into biological pathways. Parameters were set at Homo Sapiens, Experimental and Database sources, Full Network Search.

### 2.6 Statistical analysis

qPCR data were analyzed in Prism v8 (GraphPad) using either Kruskal–Wallis test with Dunn's multiple comparison test or Mann–Whitney test. Data for qPCR is presented as the median ± interquartile range.

## 3 RESULTS

### 3.1 *HAND1* siRNA treatment knocked‐down *HAND1* expression in BeWo cells and HPMVECs

Compared to Allstar negative control treated cells, treatment with *HAND1* siRNA for 96 h reduced *HAND1* expression 61% in BeWo and 69% HPMVECs (Figure 1a,b, respectively).

**FIGURE 1:**
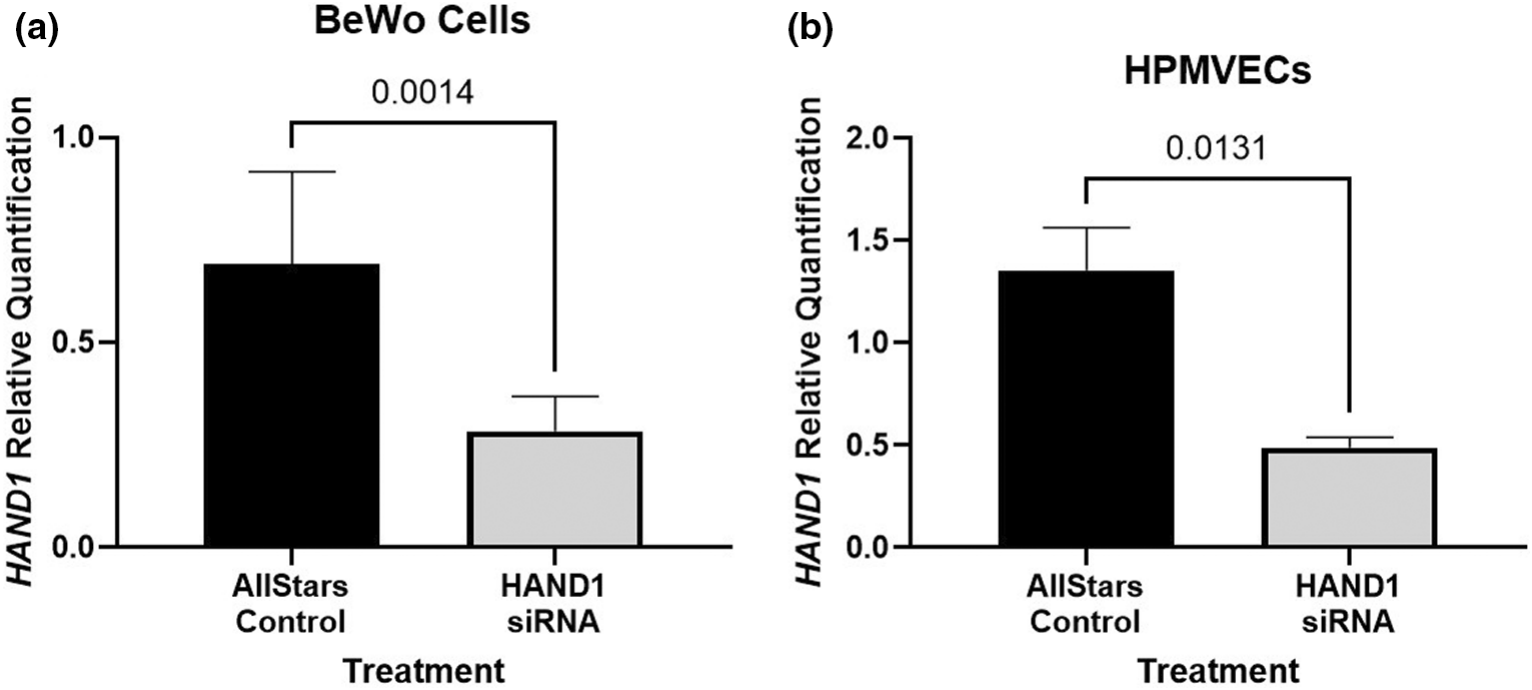
*HAND1* mRNA expression in BeWo cells and human placental microvascular endothelial cells (HPMVECs) following siRNA treatment. (a) In BeWo cells, *HAND1* mRNA expression was reduced by 61% compared to Allstar negative control treatment after 96 h. (b) In HPMVECs, *HAND1* mRNA expression was reduced by 69% compared to Allstar negative control treatment after 96 h. data are median ± interquartile range. Statistical significance was determined using Mann–Whitney test. BeWo *n* = 9. HPMVEC *n* = 3.

### 3.2 Direct *HAND1* siRNA treatment in BeWo cells resulted in changes to global gene expression

Compared to Allstar negative control, *HAND1* knockdown in BeWo cells resulted in downregulation of 664 genes, and upregulation of 59 genes (Data S1). PantherDB was utilized to perform overrepresentation analysis against Panther pathways, Reactome pathways, and Gene Ontology (GO) Biological processes on the differentially expressed genes. No overrepresentation was seen compared to Panther and Reactome pathways, however many results were returned for GO Biological processes (Table S2). Groups of genes identified as significantly overrepresented in GO Biological processes were then re‐entered into PantherDB and indicated potential disruption to pathways including cell development, cellular projection, regulation and establishment of localization, and regulation of multicellular function (Table 1). There were several biological pathways over‐represented, including GnRH releasing hormone pathways, cardiac conduction and signaling, TGF‐beta signaling, and signaling of RHO GTPases. In addition, there was significant enrichment in MET activating PTK2 signaling, and pathways related to signal transduction.

**TABLE 1:** Biological processes impacted by direct knockdown of the *HAND1* gene in BeWo cells

	Fold enrichment	Adjusted *p*‐value^a^ Bonferroni
GO biological process: Developmental processes (GO:0032502)		
Reactome pathways		
MET activates PTK2 signaling (R‐HSA‐8874081)	17.2	4.11 E‐02
Organelle biogenesis and maintenance (R‐HSA‐1852241)	4.6	1.74 E‐02
Signal transduction (R‐HSA‐162582)	1.89	1.73 E‐02
GO biological process: Cell projection and organization (GO:0030030)		
Panther pathways		
Organelle biogenesis and maintenance (R‐HSA‐1852241)	10.2	1.47 E‐06
Signaling by Rho GTPases (R‐HSA‐194315)	6.04	5.16 E‐03
GO biological process: Regulation of localization (GO:0032879)		
Panther pathways		
Integrin signaling pathway (P00034)	5.29	2.79 E‐02
Reactome Pathways		
MET activates PTK2 signaling (R‐HSA‐8874081)	21.06	1.56 E‐02
Cardiac conduction (R‐HSA‐5576891)	9.09	5.99 E‐04
Muscle contraction (R‐HSA‐397014)	6.08	1.87 E‐02
GO biological process: Establishment of localization (GO:0051234)		
Reactome pathways		
ABC‐family proteins mediated transport (R‐HSA‐382556)	7.16	1.81 E‐02
Membrane Trafficking (R‐HSA‐199991)	3.63	1.75 E‐05
GO biological process: Regulation of multicellular organismal process (GO:0051239)		
Panther pathways		
TGF‐beta signaling pathway (P00052)	7.98	2.24 E‐02
Gonadotropin‐releasing hormone receptor pathway (P06664)	7.86	9.78 E‐07
EGF receptor signaling pathway (P00018)	6.71	1.76 E‐02
Reactome pathways		
Toll‐like receptor cascades (R‐HSA‐168898)	8.57	9.80 E‐04
Cardiac conduction (R‐HSA‐5576891)	8.44	4.22 E‐03
Toll like receptor 4 (TLR4) Cascade (R‐HSA‐166016)	8.27	1.82 E‐02

^a^ Statistical significance of over‐representation was determined using Fisher's Exact Test with Bonferroni corrections for multiple corrections.

StringDB network analysis of seven genes with large (>2 or < −5) fold change differences in expression following *HAND1* knockdown in BeWo cells were found to be involved in biological pathways with known importance in growth and development (Table 2). Upregulated genes were *CALML5*, *NUBP1*, *TFAP2E*, and *WNT8A*. Downregulated genes; *FAM49B*, *CTTNBP2*, and *NFS1*. Reactome pathways examined identified common relationships between the genes including Beta‐catenin phosphorylation, TGF‐beta signaling, and Pl3K‐Akt signaling. Other notable biological pathways included cardiac conduction and calcium channel signaling, GnRH and Estrogen dependent gene expression, eNOS activation and regulation, and iron–sulfur and sulfur metabolism pathways and RHO GTPases (Figure 2).

**TABLE 2:** Differentially expressed genes with large fold‐change differences in BeWo cells in which HAND1 was knocked down

	Gene (Ensembl gene ID)	Log2 FC	Raw *p*‐value^a^
Upregulated			
	*CALML5* (ENSG00000178372)	4.6384	0.0012
	*NUBP1* (ENSG00000103274)	4.2640	0.0124
	*TFAP2E* (ENSG00000116819)	3.5473	0.0041
	*WNT8A* (ENSG00000061492)	2.9174	0.0065
Downregulated			
	*FAM49B* (ENSG00000153310)	−5.8251	0.0001
	*CTTNBP2* (ENSG00000077063)	−5.6647	0.0007
	*NFS1* (ENSG00000244005)	−5.4039	0.0001

Abbreviation: FC, fold‐change.

^a^ Statistical testing applied within edgeR general linear models.

**FIGURE 2:**
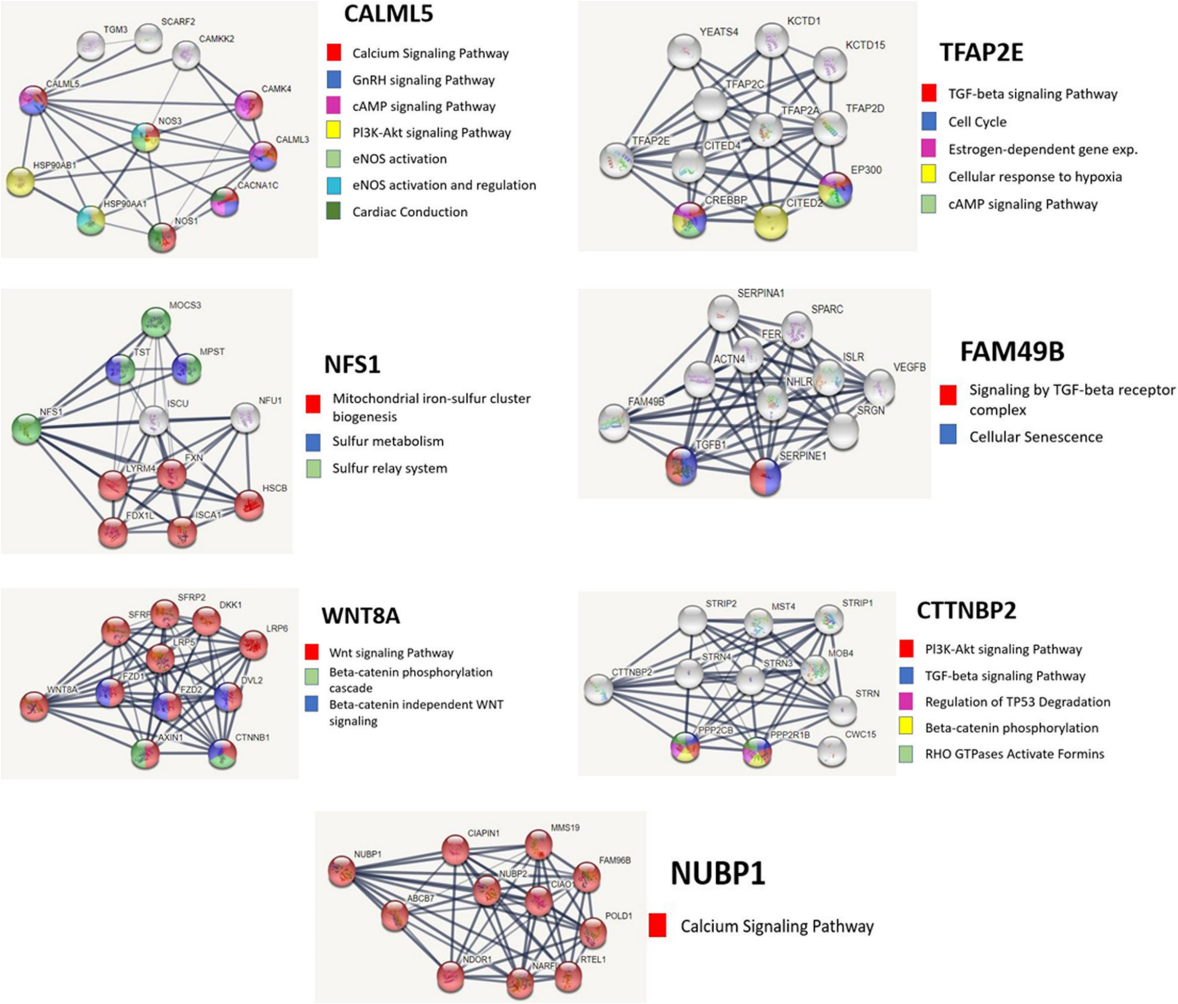
Network analyses of genes disrupted by HAND1 knockdown in BeWo. Expression of *CALML5* (a), *NUBP1* (b), *TFAP2E* (c), and *WNT8A* (d) was significantly upregulated in BeWo cells treated with *HAND1* siRNA when compared to Allstar negative control. Expression of *FAM49B* (e), *CTTNBP2* (f), and *NFS1* (g) was significantly downregulated in BeWo cells treated with *HAND1* siRNA when compared to Allstar negative control. Gray lines represent the network edges with thickness representing the confidence of the data support (thicker lines = higher confidence data). Color coded legends show genes in Reactome pathways that may be impacted by *HAND1* knockdown.

### 3.3 Direct treatment of HPMVECs with *HAND1* siRNA minimally disrupted global gene expression

Direct *HAND1* knockdown in HPMVECs resulted in minimal disruption to global gene expression with differential expression in just seven genes (Table 3). 

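The counts that the authors deposited for HPMVECs cover 11 libraries: 4 from cells treated with *HAND1* siRNA, 3 from cells treated with the Allstar negative control and 4 from untreated cells. An siRNA is a short double-stranded RNA that directs cleavage of mRNAs it matches, and the Allstar siRNA is designed to match no human gene. The paper gives 3 µl Lipofectamine with 4 µl of 10 µM *HAND1* siRNA, or with 3 µl of 10 µM Allstar siRNA, for 96 h. The sample labels name *HAND1* and *HAND2* together as the target of the knockdown siRNA, and the paper's text names *HAND1*. The paper gives n = 3 for HPMVECs and its text does not say which libraries these are, so every library is used here under the replicate number of its label, 1 to 4 for *HAND1* siRNA and untreated and 1, 2 and 4 for Allstar. The paper describes HPMVEC replicates as passages, so p-values here measure the spread between these libraries.
The paper states that poly-A libraries were sequenced single end, that reads were aligned to hg38 with Bowtie2 and that reads per gene were counted with featureCounts. Bowtie2 does not split a read across an intron, and the handling of reads that match several places is not given. Of all counts in a library, 85.7 to 86.9% fell on protein coding genes and 12.0 to 13.1% on pseudogenes. *EEF1A1P5*, a processed pseudogene, averaged 6506 CPM beside 7123 CPM for *EEF1A1*, the translation elongation factor gene it copies, so genes with near-identical copies are reported as uncertain. Total counts were 17162602 to 25979478 per *HAND1* siRNA library (median 21673806), 22347355 to 24428515 per Allstar library (median 22772881) and 20073458 to 24346377 per untreated library (median 22062593.5).
CPM values are counts scaled to library sizes that TMM corrects, computed here. Genes with too few counts were removed by filterByExpr and the 3 groups were fitted together in edgeR, with Benjamini-Hochberg adjustment over all genes tested. Genes were also counted at the criteria that the submitters' notes give, an absolute log2 fold change above 1 with an unadjusted p of 0.05 or less, called the study's criteria from here on.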

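*HAND1*, the gene the siRNA targets, had almost no reads in HPMVECs with or without the siRNA: 5 counts among 244583465 in the 11 libraries. *HAND2*, the closest relative of *HAND1*, was measured at 218 ± 12.3 CPM (SD, n = 4) with *HAND1* siRNA and 218 ± 25.9 CPM (SD, n = 3) with Allstar, a log2 fold change of 0.002 (SE 0.10). The largest differences between *HAND1* siRNA and Allstar among genes with a mean log2 CPM of at least 1 were in copies of 5.8S ribosomal RNA, at 1.28 to 1.45 CPM with *HAND1* siRNA and 4.90 to 5.48 CPM with Allstar. Ribosomal RNA genes made up 0 to 0.003% of counts in these poly-A libraries. Whether this trace reflects the cells or the library preparation was not tested. No gene passed an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 172 genes had an unadjusted p under 0.05 (73 higher and 99 lower), where 957 are expected by chance. That count was 464 with the replicate number as a block. It was 788 with replicates 1 and 2 against replicates 3 and 4 as a block, a fit added later. The low count thus depends on the fit and is not evidence that the groups are alike.
*HAND1* (ENSG00000113196) lies on chromosome 5 of hg38 from 154474972 to 154478227, in coordinates from GENCODE v44. Replicates 2 and 3 of *HAND1* siRNA, replicates 1 and 2 of Allstar and replicate 3 of untreated had 1 count each and the other libraries had 0. The pooled level was 0.0231 CPM with *HAND1* siRNA, 0.0288 CPM with Allstar and 0.0113 CPM in untreated cells, with exact Poisson 95% intervals of 0.0028 to 0.0835, 0.00348 to 0.104 and 0.000286 to 0.0629 CPM that cover counting error only. A knockdown of the *HAND1* transcript was not detectable at this depth. *HAND2* (ENSG00000164107) lies on chromosome 4 from 173524969 to 173530229, and its levels with *HAND1* siRNA and Allstar overlapped (exact two-sided permutation test, p = 0.943). In untreated cells *HAND2* was at 283 ± 18.0 CPM, above every library of either siRNA group. *ACTB*, to which the paper normalises its QPCR, had a log2 fold change of −0.04 between *HAND1* siRNA and Allstar.
At the study's criteria 7 genes were higher and 30 lower with *HAND1* siRNA than with Allstar, of which 18 were protein coding, 10 long noncoding RNAs, 4 pseudogenes, 4 copies of 5.8S rRNA and 1 small nuclear RNA, all at an adjusted p of 1. DESeq2's Wald test and edgeR's likelihood ratio test each passed 4 genes at an adjusted p under 0.05, the 5.8S copies *RNA5-8SN1*, *RNA5-8SN2*, *RNA5-8SN3* and *5_8S_rRNA*, while limma voom passed 0. These copies lie on chromosome 21, are nearly identical and may share reads, so they are reported as uncertain and not as separate signals. Their log2 fold changes were −1.87 to −2.12. Besides genes of Table 3, the higher genes with a symbol, a mean log2 CPM of at least 1 and the smallest unadjusted p were *MT1F*, a metallothionein that binds metal ions, at 2.31 ± 0.193 against 1.46 ± 0.0791 CPM (log2 fold change 0.67, SE 0.19), *NEGR1* (0.27), *CKS2*, which binds cyclin-dependent kinases (0.86), the oxytocin receptor gene *OXTR* (0.77), *CD274*, which encodes PD-L1 (0.42), and *RPL5P27*, *ARSJ*, *AQP3*, *HSPA2*, *LMBR1* and *HMGB2* (0.21 to 0.83). Lower genes chosen in the same way were *EPOP* at 3.36 ± 0.487 against 5.09 ± 0.378 CPM (log2 fold change −0.59, SE 0.16), *SCAMP2* (−0.33), *ZSCAN16* (−0.66), *GPC2*, a heparan sulfate proteoglycan gene (−0.67), *TBX2-AS1* (−0.65), *SLC25A39P1* (−0.60) and *ERO1B*, an oxidase of the endoplasmic reticulum (−0.38). *RPL5P27* and *SLC25A39P1* are processed pseudogenes that may share reads with the genes they copy, so both are reported as uncertain. Single libraries stood apart from their group in *CD274* (untreated), *HSPA2* (untreated) and *ZSCAN16* (*HAND1* siRNA). In the middle 80% of genes, log2 fold changes lay between −0.24 and 0.21.
With the replicate number as a block, 57 genes (25 higher and 32 lower) met the study's criteria and none passed an adjusted p under 0.05, by edgeR, with 464 at an unadjusted p under 0.05. Left out 1 at a time, *HAND1* siRNA replicate 1 gave 66 genes at the study's criteria, *HAND1* siRNA replicate 2 and Allstar replicate 2 gave 56 each and Allstar replicate 4 gave 115. From the number of differentially expressed genes, the paper states that direct *HAND1* knockdown in HPMVECs disrupted global gene expression minimally.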

QPCR validation on RNA samples independent of those used for RNA sequencing, confirmed two genes of interest, *GADD45g* and *NPPB* as reduced and increased, respectively in *HAND1* siRNA treated HPMVECs when compared to Allstar negative control (Figure 3).

**TABLE 3:** Significantly differentially expressed genes in human placenta microvascular endothelial cells in which HAND1 was knocked down

	Gene (Ensembl gene ID)	Log2 FC	Raw *p*‐value^a^
Upregulated			
	*NPPB* (ENSG00000120937)	1.5991	0.0001
	*DMKN* (ENSG00000161249)	1.5035	0.0019
	*CHRDL2* (ENSG00000054938)	1.4178	0.0044
Downregulated			
	*ARC* (ENSG00000198576)	−1.8451	0.0000
	*ELAVL3* (ENSG00000196361)	−1.8349	0.0009
	*HKDC1* (ENSG00000156510)	−1.6111	0.0049
	*GADD45G* (ENSG00000130222)	−1.4619	0.0071

Abbreviation: FC, fold‐change.

^a^ Statistical testing applied within edgeR general linear models.

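*NPPB*, *DMKN* and *CHRDL2* were higher with *HAND1* siRNA than with Allstar, and *ARC*, *ELAVL3*, *HKDC1* and *GADD45G* were lower, each by more than 1 on the log2 scale. The levels were low: *NPPB*, which encodes B-type natriuretic peptide, was at 3.11 ± 1.29 CPM (SD, n = 4) with *HAND1* siRNA and 1.02 ± 0.427 CPM (SD, n = 3) with Allstar. *ARC*, an activity-regulated cytoskeletal gene, was at 1.68 ± 0.264 and 6.07 ± 4.27 CPM. In untreated cells *ARC* was at 1.56 ± 0.402 CPM, *HKDC1* at 0.563 ± 0.416 CPM and *GADD45G* at 0.690 ± 0.375 CPM, close to their levels with *HAND1* siRNA. Untreated means lay between those of the siRNA groups for *NPPB* (1.63 ± 0.385 CPM) and *ELAVL3* (0.589 ± 0.299 CPM). Against untreated cells, *HAND1* siRNA gave log2 fold changes of 0.94 (SE 0.33) for *NPPB* and −1.24 (SE 0.46) for *ELAVL3*, neither past an adjusted p under 0.05. The study chose these 7 genes on these libraries, so their values here are not independent evidence, and none passed an adjusted p under 0.05 in edgeR's quasi-likelihood test. With no filter on low counts, *ARC* alone of them passed (adjusted p = 0.0013 from that test).
*NPPB* (ENSG00000120937; chromosome 1, 11857464 to 11858945) had a log2 fold change of 1.61 (SE 0.38), with 38, 47, 131 and 62 counts in the *HAND1* siRNA libraries and 13, 32 and 27 in the Allstar libraries. *DMKN* (ENSG00000161249; chromosome 19, 35497220 to 35513658), which encodes the secreted epidermal protein dermokine, was at 0.857 ± 0.0667 and 0.293 ± 0.133 CPM, a log2 fold change of 1.51 (SE 0.34). Untreated cells had 1.12 ± 0.263 CPM of *DMKN*, so Allstar lay below both other groups, with a log2 fold change of −1.90 against untreated cells. *CHRDL2* (ENSG00000054938; chromosome 11, 74696429 to 74731426), a chordin-like antagonist of BMPs, was at 1.77 ± 0.565 and 0.652 ± 0.0664 CPM (log2 fold change 1.42, SE 0.48), *HAND1* siRNA replicate 1 standing apart at 2.60 CPM, and at 1.43 ± 1.04 CPM in untreated cells. *ARC* (ENSG00000198576; chromosome 8, 142611049 to 142614479) had a log2 fold change of −1.84 (SE 0.42), with 10.6, 5.51 and 2.11 CPM in Allstar replicates 1, 2 and 4, and of −1.17 (SE 0.36) without Allstar replicate 1. *ELAVL3* (ENSG00000196361; chromosome 19, 11451326 to 11481046), a neuronal RNA-binding protein gene, was at 0.249 ± 0.0549 and 0.896 ± 0.375 CPM (log2 fold change −1.83, SE 0.47), from 4, 5, 5 and 7 counts against 23, 27 and 12. *HKDC1* (ENSG00000156510; chromosome 10, 69220332 to 69267552), a hexokinase family gene, was at 0.568 ± 0.193 and 1.73 ± 1.06 CPM (log2 fold change −1.62, SE 0.58). *GADD45G* (ENSG00000130222; chromosome 9, 89605012 to 89606555), a growth arrest gene induced by stress, was at 0.713 ± 0.261 and 2.00 ± 1.48 CPM (log2 fold change −1.45, SE 0.55).
The *HAND1* siRNA and Allstar libraries did not overlap for *NPPB*, *DMKN*, *CHRDL2*, *ARC* and *ELAVL3* (exact two-sided permutation test, p = 0.0286, the smallest that 4 against 3 allow). They overlapped for *HKDC1* and *GADD45G* (exact permutation p = 0.171 and 0.114). All these genes were chosen on these libraries for a difference between these groups, so the permutation p-values describe the separation and do not test it. In replicates 1 and 2 alone, log2 fold changes were 1.31 for *NPPB*, 1.99 for *DMKN*, 1.70 for *CHRDL2*, −2.31 for *ARC*, −2.06 for *ELAVL3*, −1.75 for *HKDC1* and −2.10 for *GADD45G*. In replicates 3 and 4 alone, which hold 1 Allstar library, they were 1.79 for *NPPB*, 0.89 for *DMKN*, 1.10 for *CHRDL2*, −0.27 for *ARC*, −1.02 for *ELAVL3*, −0.21 for *HKDC1* and 0.07 for *GADD45G*, values on which no call is based. Without Allstar replicate 1, *HKDC1* (log2 fold change −1.41, SE 0.67) and *GADD45G* (−0.68, SE 0.54) no longer met these criteria. Nor did *HKDC1* without Allstar replicate 2 (−1.26, SE 0.66) or *GADD45G* without *HAND1* siRNA replicate 2 (−1.26, SE 0.58), nor *HKDC1* in replicates 1, 2 and 4 of each group (−1.42, SE 0.66), and limma voom left both outside.

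**Figure D1:**
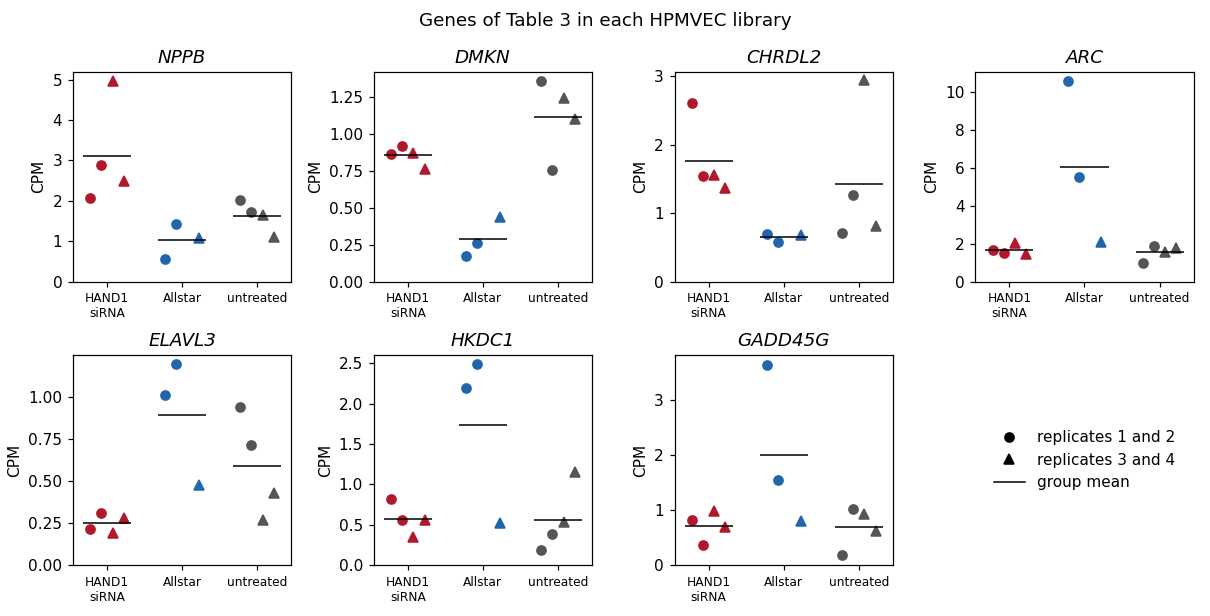
CPM (counts scaled to a common library size) of the 7 genes of Table 3 in each HPMVEC library, by group, with circles for replicates 1 and 2, triangles for replicates 3 and 4 and a line at the group mean. In *ARC*, *HKDC1* and *GADD45G* the Allstar triangle, at 2.11, 0.517 and 0.795 CPM, lies below both Allstar circles and close to the other 2 groups.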

**FIGURE 3:**
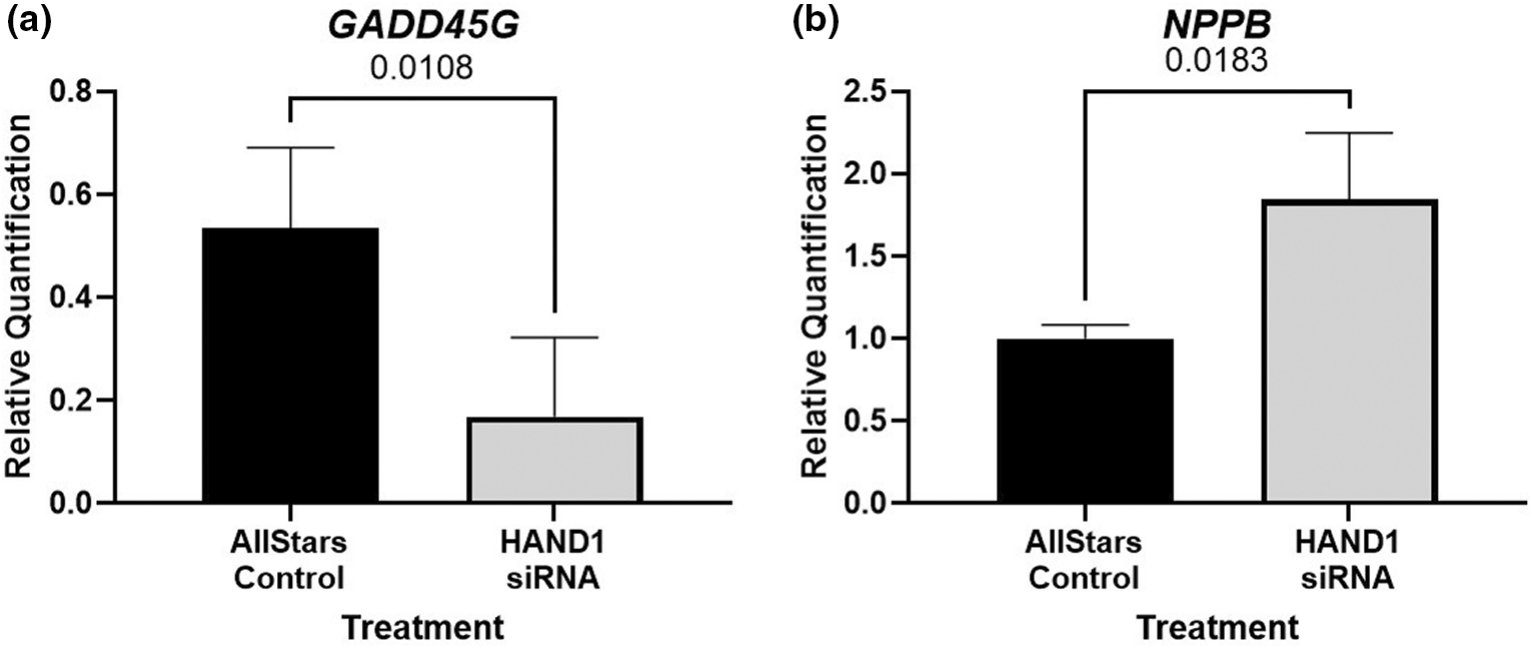
qPCR validation of two genes shown to be differentially expressed using RNA sequencing. (a) mRNA expression of *GADD45G* was shown to be reduced in *HAND1* siRNA treated human placenta microvascular endothelial cells (HPMVECs) when compared to Allstar negative control treated cells. (b) Expression of *NPPB* was increased in in *HAND1* siRNA treated HPMVECs when compared to Allstar negative control treated cells. Data are median ± interquartile range. Statistical significance was determined using Mann–Whitney test. *n* = 3 passages.

## 4 DISCUSSION

CHDs are often associated with pregnancy complications such as fetal growth restriction and preeclampsia, these conditions negatively impact clinical outcomes, increase the risk of neonatal morbidity and mortality, and are likely a consequence of abnormal placental development and function (Cnota et al., 2013; Laas et al., 2012; Puri et al., 2018; Ruiz et al., 2016; Tararbit et al., 2018). We have previously shown in mice, that targeted loss of *Hand1* in chorionic and labyrinthine progenitor trophoblasts led to abnormal formation of the placental labyrinth, and ultimately embryonic lethality (Courtney et al., 2021). Histological analysis of the placenta indicated that loss of *Hand1* in labyrinthine progenitor trophoblasts early in pregnancy significantly impacted the ability for the placenta to form syncytial layers, and impacted development of the labyrinthine vasculature. In this study we aimed to gain further mechanistic, translational understanding of the effects of *HAND1* knockdown in models of human placenta trophoblast and villous endothelial cells. We demonstrated significant alterations to placental trophoblast gene expression following *HAND1* knockdown, and identified potential pathways which may be significantly impacted by loss of *HAND1* regulation. This study is the first to identify possible molecular signaling pathways that are impacted by disruption to *HAND1* in the human placenta.

Overall, there were 664 genes differentially expressed in BeWo cells due to *HAND1* knockdown. Overrepresentation analyses reveals several key GO Biological Processes including: cell development, establishment of localization, and regulation of multicellular function, as well as biological pathways including Pl3K‐Akt signaling, signaling Rho GTPases, and TLR cascades. Trophoblast differentiation during the first trimester of pregnancy involves trophoblast proliferation, invasion, and extracellular matrix (ECM) remodeling. PI3K/Akt signaling reduction or inhibition plays an important role in trophoblast proliferation, migration, and survival. Disruption to PI3K/Akt signaling in early embryonic development is associated with growth restriction, preterm birth, and embryonic lethality (Yu & Cui, 2016), highlighting the importance of this signaling pathway to placental development and function. Additionally, inhibition of PI3K increases soluble fms‐like tyrosine kinase 1 (sFlt1), a common biomarker of pre‐eclampsia (Park et al., 2010). PI3K/Akt signaling has been closely linked to signaling Rho‐GTPases which are known to play a role in trophoblast migration (Duquette & Lamarche‐Vane, 2014; Gupta et al., 2016).

TLR cascades form the major family of pattern recognition receptors that are involved in innate immunity. The maternal‐fetal interface immunologically is unique in that it must promote tolerance of the fetus while maintaining protection to the mother. Trophoblasts play an important role in modulating the maternal immune response throughout pregnancy, including through TLR signaling (Koga & Mor, 2010). Additionally, TLR signaling has been shown to potentially modulate angiogenesis as culture of trophoblasts with TLR2 ligand HKML have been shown to promote the expression of pro‐angiogenic Placenta Growth Factor (Kato et al., 2017). Overall, poor migration of trophoblasts, and communication with resident immune cells, can impact invasion and establishment of a fully functional maternal‐fetal interface.

Expression of *CALML5* and *NUBP1* was upregulated in BeWo cells following *HAND1* knockdown. Both genes are involved with Calcium channel signaling, GnRH signaling, cAMP signaling, eNOS activation, and Pl3K‐Akt signaling pathways. These are important biological pathways that impact trophoblast invasion, differentiation, development, resource control, and growth of the placenta and fetus (Liu et al., 2009; Moreau et al., 2002), and increased gene expression of *CALML5* and *NUBP1* may be a compensatory response to disruption of other signaling pathways. On the other hand, expression of *CTTNBP2* and *NSF1* was downregulated in BeWo cells in which *HAND1* was knocked down. *CTTNBP2* has been shown to have a direct relationship with the WNT signaling pathway (Kelly et al., 2017), and downregulation in WNT signaling in the placenta has been associated with pathological pregnancies (Zmijanac Partl et al., 2018). Similarly, *NFS1* is a gene that has an essential role in iron–sulfur cluster processing making it important for electron transport, enzyme catalysis, and regulation of gene expression as well is iron homeostasis (Brzoska et al., 2006). Fetal growth is very dependent on energy metabolism in the placenta as it drives exchange of nutrients and plays a crucial role in DNA synthesis. Overall, our data indicates potential disruption to these pathways with *HAND1* knockdown and provides further understanding of how a genetic perturbation in this gene may lead to growth issues, developmental defects, and lethality/miscarriage in the context of human pregnancies with CHDs.

We sought to analyze the effect of *HAND1* knockdown in cells within the villous environment. Interestingly, direct *HAND1* knockdown in villous endothelial cells resulted in minimal impact to gene expression. This result however, is in agreement with our mouse model studies suggest that disrupting *Hand1* expression directly in labyrinthine endothelial cells impacted vascular remodeling only in late pregnancy and non‐branching angiogenesis mechanisms (Courtney et al., 2021) not as individual endothelial cells or vasculogenesis. 

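Genes that mark endothelial cells were scarce in every HPMVEC library of every group, while genes of fibroblasts and stromal cells were abundant. Between *HAND1* siRNA and Allstar, lists of endoplasmic reticulum stress, cholesterol synthesis and endothelial to mesenchymal genes leaned in 1 direction by small amounts, which neither an estimated correlation nor the replicate block upheld. In the list of *ATF4* and unfolded protein response genes 15 of 20 had negative log2 fold changes, among them the chaperone genes *PDIA4* (−0.36, SE 0.19) and *MANF* (−0.32, SE 0.17). In the cholesterol list 19 of 23 were negative, among them *HMGCS1*, the first committed enzyme of the pathway, at 13.3 ± 1.23 CPM (SD, n = 4) against 16.3 ± 0.796 CPM (SD, n = 3). In the endothelial to mesenchymal list 13 of 16 were positive, with *CNN1*, which encodes smooth muscle calponin, at 9.31 ± 2.93 against 6.28 ± 1.78 CPM.
Of 20 lists with enough measured genes, these 3 passed an adjusted p under 0.05 in limma's camera test of a list against all other genes (adjusted p = 0.00534, 0.00359 and 0.0244, in the order given). They had adjusted p = 0.633, 0.502 and 0.502 with an estimated correlation. Summed CPM of the first 2 lists was higher, not lower, with *HAND1* siRNA in 2 of 3 same-number pairs, 9667 against 9239 and 5574 against 5314 for unfolded protein response genes and 1065 against 868 and 1098 against 931 for cholesterol genes. A sum follows the most abundant genes of a list, so it can move against most of the others. *HSPA5* alone held 2047 to 4887 CPM of the unfolded protein response sums. The other 17 had adjusted p of 0.181 to 0.929 and did not pass: cell cycle (27 of 30 positive), arterial and Notch, venous and lymphatic, angiogenic ligands and tip cell (13 of 16 positive), interferon-stimulated, NF-kB, immediate early, p53 and GADD45, hypoxia (15 of 20 positive), TGF-beta and BMP targets (18 of 21 positive), heart development transcription factors, replication-dependent histones and the markers of endothelial, trophoblast, stromal, pericyte and leukocyte cells. When adjusted over the list alone, 0 genes passed in any of the 20 lists by edgeR, the smallest adjusted p being 0.473, for *HMGCS1*.
Between *HAND1* siRNA and untreated cells, lists of arterial and Notch (11 of 14 positive), interferon-stimulated (26 of 34), NF-kB (17 of 25), immediate early (14 of 26), p53 and GADD45 (12 of 21), unfolded protein response (19 of 20) and mesenchymal genes (13 of 16) were higher and histones lower (11 of 13 negative), with camera adjusted p of 0.000459 to 0.0330, and 0.502 to 0.633 as adjusted p with an estimated correlation. Summed CPM, which follows the most abundant genes of a list, did not move that way for every list in every same-number pair of libraries. In the NF-kB list *CXCL8* alone reached 7011 CPM. The summed CPM of unfolded protein response genes was higher with *HAND1* siRNA in replicates 1 and 2 (9667 against 5571 and 7944 against 6570) but lower in replicates 3 and 4 (5066 against 5551 and 5574 against 5772). In replicate 1 the sums of NF-kB genes (8959 against 10140 CPM) and immediate early genes (2240 against 2454 CPM) were lower with *HAND1* siRNA. In replicate 2 those of interferon-stimulated genes (398 against 464 CPM) and mesenchymal genes (26170 against 27050 CPM) were lower and that of histones higher (226 against 203 CPM). *HAND1* siRNA replicate 2 stood apart in NF-kB genes, at 14100 CPM, and untreated replicate 1 in interferon-stimulated genes, at 391 CPM. *SOX17*, *HES4* and *EFNB2* of the arterial list, *IFI6*, *BIRC3*, the immediate early genes *HBEGF*, *ATF3*, *DUSP5* and *KLF6*, and *CNN1* and *ACTA2* passed as higher when adjusted over the list alone, and *DCN*, *FAP* and *HAND2* as lower. Between Allstar and untreated cells, the same lists except the mesenchymal one were called in the same directions, with camera adjusted p of 1.1e-05 to 0.0328, and again 0.502 to 0.633 as adjusted p with an estimated correlation. The sum of unfolded protein response genes was again higher in replicates 1 and 2 only (9239 against 5571 and 9082 against 6570 CPM), and was lower with Allstar in replicate 4 (5314 against 5772 CPM), while NF-kB and immediate early sums were lower in replicate 1 (7073 against 10140 and 1921 against 2454 CPM). *SOX17*, *IFI44*, *DDX60*, *ISG20*, *HBEGF*, *ATF3* and *NRP2* passed as higher when adjusted over the list alone, and *DCN*, *SMAD9*, *HAND2* and *H3C10* as lower.
The median of 25 endothelial identity genes was 0.308 to 0.862 CPM per library, and 15 of them had a median under 1 CPM, among them *PECAM1* (0.335 CPM), *VWF* (0.0444 CPM) and *CDH5*, the VE-cadherin gene (0 CPM). The endothelial list's highest were *ENG* (77.6 CPM), *FLI1* (24.8 CPM), *EGFL7* (21.5 CPM) and *FLT1* (19.5 CPM). The median of 14 fibroblast and stromal genes was 267 to 371 CPM per library, with *COL3A1* at 7678 to 13300 CPM, and with medians of 2971 CPM for *LUM*, 1855 CPM for *DCN* and 348 CPM for *PDGFRA*. Medians over the other marker lists were 6.35 CPM for 11 pericyte and smooth muscle genes, with *PDGFRB* at 116 and *NOTCH3* at 162 CPM, 0.102 CPM for 30 trophoblast genes, with *KRT18* at 127 and *EGFR* at 159 CPM, 0.0398 CPM for 15 leukocyte genes and 0 CPM for 10 erythroid genes. Of 23 heart development transcription factors, the list that holds *HAND1*, *GATA4* (135 CPM), *TBX2* (173 CPM) and *TBX3* (160 CPM) were highest beside *HAND2*. The mitochondrially encoded genes had 0 counts in every library. *MTND2P28* and *MTATP6P1*, unprocessed pseudogenes of such genes, had 29066 and 26827 counts over all libraries. The 0 is therefore not read as a level of expression, and its source in the processing was not tested.
With the replicate number as a block, the 3 lists between *HAND1* siRNA and Allstar no longer passed (adjusted p = 0.361, 0.153 and 0.0817) and hypoxia genes passed as higher (adjusted p = 1.2e-05, and adjusted p = 0.466 with an estimated correlation). Against untreated cells, immediate early genes no longer passed with either siRNA (adjusted p = 0.0753 and 0.477), and cell cycle genes passed as higher with both (adjusted p = 0.00101 and 1.5e-05) and hypoxia genes with *HAND1* siRNA (adjusted p = 0.00853), all with adjusted p of 0.540 to 0.586 with an estimated correlation. Summed CPM did not follow these blocked calls in every same-number pair either. The summed CPM of hypoxia genes was higher with *HAND1* siRNA than with Allstar in replicates 1 and 2 (16700 against 14060 and 18490 against 14230) and lower in replicate 4 (9721 against 10390, and against 10190 in untreated cells). Cell cycle genes in replicate 2 summed to 282 CPM with *HAND1* siRNA and to 382 CPM both with Allstar and in untreated cells. Leaving out Allstar replicate 1 gave 0 lists between the siRNA groups, *HAND1* siRNA replicate 3 gave 1, and *HAND1* siRNA replicate 1, *HAND1* siRNA replicate 2 or Allstar replicate 4 gave 5 each.

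**Figure D2:**
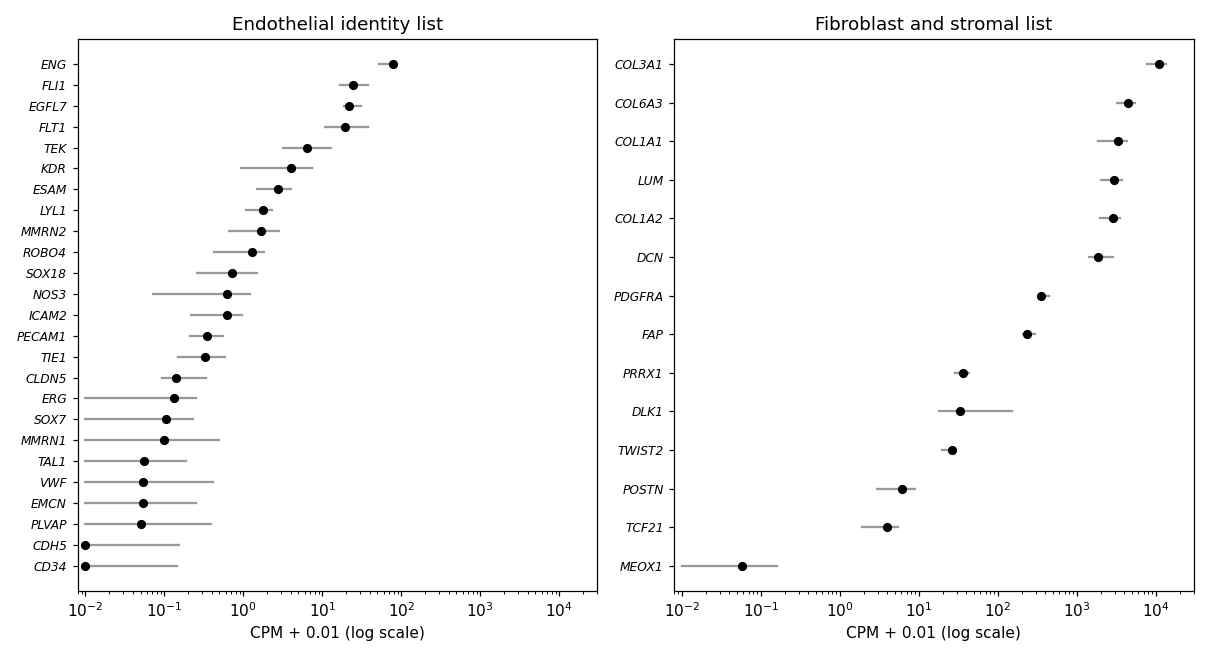
Levels of the endothelial identity genes (left) and of the fibroblast and stromal genes (right) in HPMVECs, as CPM with a small constant added, on a log axis, with a dot for the median over 11 libraries and a line from the lowest to the highest library. The highest endothelial gene, *ENG*, lies at 77.6 CPM, and 8 of the 14 stromal genes lie above 100 CPM.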

HPMVECs are cultured as a single monolayer. Therefore, it would be interesting for future studies, beyond the scope of the current study, to assess angiogenesis and remodeling mechanisms in a 3D vascularized model when HAND1 is knocked down or cultured in “conditioned” media from BeWo cells treated with *HAND1* siRNA. Cell–cell communication/signaling within the placenta villi in the human is believed to be important in establishment of the villous structure and exchange region but given our current data, the involvement of other cell types such as stromal fibroblasts in the communication process requires future investigation.

We and others have consistently shown that *HAND1* is important to both fetal heart and placenta development (Courtney et al., 2021; Firulli et al., 2010), with the present study providing further mechanistic understanding of how *HAND1* may influence the development of the placenta in the human. Given our data shows greater disruption to global gene expression in placenta trophoblasts then endothelial cells with *HAND1* knockdown, this further highlights the importance of future research to consider analyzing the extra‐embryonic tissue, as well as the heart, in the context of CHD.

## AUTHOR CONTRIBUTIONS

RF conceived the study, performed experiments, analyzed the data, and wrote the manuscript. JC performed experiments, analyzed data, and edited manuscript. HB performed bioinformatic analysis and interpretation, and edited manuscript. RLW analyzed data and wrote manuscript. HNJ obtained funding, conceived study, and edited the manuscript. All authors approved final version of manuscript.

## FUNDING INFORMATION

This study was funded by Eunice Kennedy Shriver National Institute of Child Health and Human Development award R01HD091527 (HNJ).

## CONFLICT OF INTEREST

The authors report no conflict of interest. This article was prepared while Dr. Brockway was employed University of Florida. The opinions expressed in this article are the author's own and do not reflect the view of the National Institutes of Health, the Department of Health and Human Services, or the United States government.

## Supporting information

Data S1.

Table S1.

Table S2.

## Data Availability

RNA sequencing data have been made publicly available in NCBI GEO, accession number: GSE209620. All other data can be provided upon request.

How the deposited data were processed for this re-analysis (not part of the article)

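RNA of HPMVECs, human placental microvascular endothelial cells from term placentas, was measured after 96 h with *HAND1* siRNA (4 libraries), with the Allstar negative control siRNA (3 libraries) or without treatment (4 libraries). The authors deposited a table of raw counts, 1 column per library and 1 line per Ensembl gene. According to the paper and the submitters' notes, reads passed FastQC and Trimmomatic, were aligned to hg38 with Bowtie2 and were counted per gene with featureCounts on the Galaxy server, and edgeR was used for differential expression. Versions, the annotation release, the strand setting and the handling of reads that match several places are not given. All values were whole numbers, as raw counts are. All 11 columns were used. Only the HPMVEC series was available here, under another accession than the paper states for its data, so the paper's BeWo results were not re-derived. The paper gives 3 HPMVEC replicates and does not say which, so no subset was chosen except as an alternative.

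Gene symbols, types and coordinates came from GENCODE v44, which held 57754 of the 58336 gene IDs. The 511 genes of the Y chromosome with XIST and TSIX were left out of every table and test, because the cells come from people. Library totals ranged from 17162602 to 25979478 counts (median 22370027). Intervals on single counts are exact Poisson intervals at 95% and cover counting error only.

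Counts were scaled by TMM and filtered by filterByExpr with the groups, which kept 19145 genes. The 3 groups were fitted together with edgeR 4.0.16 (quasi-likelihood, no block) in R 4.3.3, and *HAND1* siRNA was compared with Allstar, *HAND1* siRNA with untreated and Allstar with untreated. P-values were adjusted by Benjamini-Hochberg over all genes tested, with a threshold of 0.05. Genes were also counted at the criteria in the submitters' notes. A standard error is the absolute log2 fold change divided by the square root of the F statistic. CPM values are this re-analysis's own, with TMM-scaled library sizes. Differences of single genes were also tested by exact two-sided permutation of log2 CPM (prior count 2).

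The genes named for each comparison were the 12 higher and the 12 lower with the largest fold among those past the adjusted threshold and with a mean log2 CPM of at least 1, filled up with the smallest unadjusted p where fewer passed. *HAND1*, *HAND2*, *ACTB* and the genes of the paper's Tables 2 and 3 were named as well, and the values in those tables had been seen when the rule was written. *HSPA7*, *SOX17*, other genes in the closing section and the members of lists were named after their values were seen.

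22 gene lists were written: endothelial identity, arterial and Notch, venous and lymphatic, angiogenic ligands and tip cell, cell cycle, interferon-stimulated, NF-kB and endothelial activation, immediate early, p53 and GADD45, *ATF4* and unfolded protein response, cholesterol synthesis and uptake, hypoxia, TGF-beta and BMP targets, endothelial to mesenchymal, heart development transcription factors, replication-dependent histones, mitochondrially encoded genes, and markers of trophoblast, of fibroblasts and stroma, of pericytes and smooth muscle, of macrophages and leukocytes, and of erythroid cells. 20 lists with at least 3 tested genes were tested with limma 3.58.1 camera at a preset correlation of 0.01, adjusted over 60 tests, and again with an estimated correlation and with fry. The lists, comparisons, tests and main alternatives were fixed before the data were examined.

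Whether replicate numbers pair libraries was checked by correlating, for each pair of libraries with the same number, their log2 CPM after removal of each gene's group mean. All 10 correlations were positive, from 0.167 to 0.672. Within the sets of replicates that the closing section describes, libraries of different groups correlated at 0.167 to 0.691. Across the sets they correlated at −0.641 to −0.26. The check therefore cannot tell pairing by replicate number from membership of a set. A fit with the replicate number as a block is given where it changes a call or moves a count by over 1.5 times. Replicate 3 has no Allstar library. Libraries were also checked for duplicates, and none was a copy of another.

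The procedure was tested on simulated data with 19145 genes of which 100 were changed 2-fold and 100 changed 4-fold in samples of the same number and depth. It recovered 58% and 97% of them for *HAND1* siRNA against Allstar, with 5 false calls among 160. For *HAND1* siRNA against untreated it recovered 66% and 99%, with 10 false calls among 175. For Allstar against untreated it recovered 71% and 98%, with 11 among 180. Between the real *HAND1* siRNA and Allstar libraries, 172 genes had an unadjusted p under 0.05 from edgeR's quasi-likelihood test, where 957 are expected by chance. The simulated data were not shown to match the spread of these libraries. The rates therefore do not measure how many real changes would be found in them.

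Alternatives were RLE and upper-quartile factors, DESeq2 1.42.0, edgeR's likelihood ratio test, limma voom, no filter on low counts, at least 10 counts in every library, the replicate block, replicates 1, 2 and 4 of each group, fits of only the 2 groups compared, and leaving out each library in turn. Added later were a block of replicates 1 and 2 against replicates 3 and 4, fits of either pair of replicates alone, 2 filters on protein coding genes, the block with an estimated correlation and with fry for lists, and a comparison of both siRNA groups with untreated cells. The closing section gives their effect.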

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

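The tests of cultures mostly of stromal cells and of a minority of stromal cells, of library size and of the shared Allstar libraries, and the comparison of both siRNA groups with untreated cells, were chosen after the result was seen.

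*COL3A1*, a fibrillar collagen gene that the paper does not discuss, averaged 10760 CPM and was the most abundant gene of the HPMVEC libraries, while endothelial genes were scarce in all 3 groups. A minority of stromal cells among endothelial cells does not account for this, since the 25 endothelial identity genes would then keep high levels and their median was 0.607 CPM. Loss of reads in alignment without splicing, so far as mean exon length measures it, does not account for it either. Of 300 genes matched to the 15 scarce endothelial genes on mean exon length, 42.3% (exact 95% interval 36.7 to 48.1%) were under 1 CPM. That is close to the 40% of all protein coding genes. The 15 were picked from the 25 for a median under 1 CPM, so their own share is no contrast. Cultures mostly of stromal cells, or of cells that had lost endothelial expression, may explain the pattern, since the median of the fibroblast and stromal list was 290.7 CPM, 8 of its 14 genes exceeding 100 CPM. *COL1A1*, *COL1A2*, *COL3A1* and *POSTN* of that list also stand in the endothelial to mesenchymal list, so those readings were not separated, and the labels name the cells HPMVECs.

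The libraries of replicates 1 and 2 stood apart from those of replicates 3 and 4 in every group, along a first principal component with 50.7% of the variance, and correlations after removal of group means were −0.64 to −0.26 between the sets and 0.167 to 0.691 within them. Summed CPM of the cell cycle list was 332 ± 59.4 (SD, n = 6) in replicates 1 and 2 and 905 ± 83.8 (SD, n = 5) in replicates 3 and 4, while hypoxia genes summed to 15400 ± 1932 and 10190 ± 341 and immediate early genes to 2214 ± 281 and 1244 ± 70.7. Library size does not account for the sets, since 4 of the 6 libraries of replicates 1 and 2 had totals within the range of the others, and GC content and gene length explained 4.3% of the variance of the difference across genes. A difference between passages or between library batches stays open, since the labels give neither, and no biological explanation was tested.

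Among the 37 genes at the study's criteria between *HAND1* siRNA and Allstar, untreated cells were nearer to *HAND1* siRNA than to Allstar in 54.1%, including 5 of the 7 genes of Table 3. That share is close to even. In 30 simulations with no difference between the groups, selection on shared Allstar libraries gave a median of 57.6% (52.7 to 63.7%), but from 150 to 200 genes each, so the simulations do not match the spread of these libraries and decide nothing. Whether that selection or the Allstar siRNA set these genes apart stays open.

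Between *HAND1* siRNA and Allstar, chance cannot be excluded as the source of the 37 genes at the study's criteria: 29 of 35 splits of the 7 libraries gave as many, with 1311 as the highest other. That highest split follows replicates 1 and 2 against 3 and 4 as closely as the group sizes allow, so it points to the structure of the libraries. Among the 8 splits that part as many same-number pairs as the real one, 5 gave as many and the highest other gave 42, and with the block the real split gave 57 and the highest other 64.

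Between *HAND1* siRNA and untreated cells, a comparison for which the paper names no gene, 8 genes passed an adjusted p under 0.05. Chance is not excluded at 0.05, since 2 of 35 splits gave as many: the other, with 5286 genes, parts replicates 1 and 2 from replicates 3 and 4. Among splits that part as many pairs the highest other gave 0, and with the block the real split gave 46 and the highest other 0. Between Allstar and untreated cells 2 genes passed, and of all 35 splits 1 gave as many, the highest other giving 0. Those splits treat the libraries as alike, which the 2 sets of replicates are not, so they do not exclude chance. The 8 splits that part as many same-number pairs, of which the highest other also gave 0, are too few for a share under 0.05, and with the block the real split gave 10 and the highest other 0. For both siRNA groups together against untreated cells, 5 genes passed and 6 of 100 drawn splits gave as many, so chance is not excluded at 0.05. The highest other split gave 4618, again following the sets of replicates. Among the 18 splits that part as many pairs the highest other gave 0, but 18 are too few for a share under 0.05.

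In 11 of 184 groups of 4 libraries tested, 1 library stood apart from the rest, where chance gives about 9. *CHRDL2* was at 2.60 CPM in *HAND1* siRNA replicate 1 and at 1.37 to 1.56 CPM in the others. *CD274* was at 12.7 CPM in untreated replicate 1 and 17.3 to 17.9 CPM in the others. *HSPA2* was at 168 CPM in untreated replicate 3 and 126 to 133 CPM in the others. *ZSCAN16* was at 1.37 CPM in *HAND1* siRNA replicate 3 and 1.77 to 1.85 CPM in the others. *RRAD* was at 54.0 CPM in *HAND1* siRNA replicate 4 and 61.9 to 63.1 CPM in the others. *CD1D* was at 34.2 CPM in *HAND1* siRNA replicate 1 and 43.1 to 43.5 CPM in the others. *LINC00881* was at 2.01 CPM in *HAND1* siRNA replicate 3 and 0.985 to 1.13 CPM in the others. *NHLRC3* was at 13.9 CPM in *HAND1* siRNA replicate 1 and 16.1 to 16.6 CPM in the others. *SLC12A8* was at 66.5 CPM in *HAND1* siRNA replicate 2 and 82.7 to 85.5 CPM in the others. The interferon-stimulated genes summed to 391 CPM in untreated replicate 1 and 455 to 464 CPM in the others. The NF-kB genes summed to 14100 CPM in *HAND1* siRNA replicate 2 and 8642 to 8959 CPM in the others.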

How the results depend on the processing

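The block of 2 replicate sets, the fits of replicates 1 and 2 or of replicates 3 and 4 alone, both filters on protein coding genes, the lists with the block and an estimated correlation or fry, and the comparison of both siRNA groups with untreated cells were chosen after the data were seen. For single named genes and lists, 486 values under other settings kept their side of the threshold. These also kept their direction, or changed sign by less than 1 standard error with no call on either side. Another 80 kept the direction and lost the call, 58 gained a call and 6 changed sign by more without a call. With a library left out these were 851, 69, 3 and 3, and none reversed a call. RLE factors moved no count of genes by more than 1.5 times. Of the lists and of the genes picked for each comparison by fold or p, the replicate block changed no call beyond those given with their blocked values. The cause of each change below was not tested, except that fewer genes or libraries entered where a setting says so. *HAND1* with the replicate block was not run, since it lies below the filter; its mean with *HAND1* siRNA of 0.0249 CPM was 0.0250 CPM with RLE factors, 0.01265 CPM without *HAND1* siRNA replicate 2 and 0.0205 to 0.0332 CPM without another of that group.

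Between *HAND1* siRNA and Allstar, genes at an adjusted p under 0.05 numbered 4 with the DESeq2 Wald test, 4 with edgeR's likelihood ratio test, 4 with the likelihood ratio test on only the 2 groups compared, 9 with no filter on low counts and 13 in replicates 3 and 4 only. Replicates 3 and 4 hold 1 Allstar library, which every count from them against Allstar or of Allstar assumes to vary like the other groups. At the study's criteria, over 23 other settings (18 set in advance and 5 added), the 37 genes became 484 with no filter, 7 with at least 10 counts in every sample, 57 with the replicate block, 62 with the set block, 145 in replicates 1 and 2 only, 140 in replicates 3 and 4 only, 15 among protein coding genes with a CPM over 0.5 in 3 samples and 7 among those with a mean log2 CPM over −0.65. Without a library they ranged from 44 (without Allstar replicate 1) to 115 (without Allstar replicate 4), and the adjusted count stayed 0. The 3 gene lists called became 0 with an estimated correlation, 0 with fry, 1 with the replicate block, 0 with the block and an estimated correlation, 0 with the block and fry, and 0 to 5 with a library left out.

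For *HAND1* siRNA vs untreated, the 8 genes became 4 with upper-quartile factors, 104 with DESeq2 (which gave no adjusted p for 8537 genes), 40 with the likelihood ratio test, 2 with limma voom, 63 with no filter, 2 with at least 10 counts in every sample, 46 with the replicate block, 1 in replicates 1, 2 and 4 of each group, 1 with only the 2 groups compared, 40 with the likelihood ratio test on these, 137 with the set block, 31 in replicates 1 and 2 only, 341 in replicates 3 and 4 only, and 1 to 4 with a library left out. The 128 genes at the study's criteria became 1422 with no filter, 31 with at least 10 counts in every sample, 73 with only the 2 groups compared, 381 in replicates 1 and 2 only, 236 in replicates 3 and 4 only, and 109 to 215 with a library left out, the highest without *HAND1* siRNA replicate 2. The 8 lists became 0 with an estimated correlation, 0 with fry, 0 with the block and an estimated correlation, 0 with the block and fry, and 6 to 8 with a library left out.

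For Allstar vs untreated, the 2 genes became 39 with DESeq2, 20 with the likelihood ratio test, 31 with no filter, 1 with at least 10 counts in every sample, 10 with the replicate block, 1 in replicates 1, 2 and 4 of each group, 27 with the likelihood ratio test on only the 2 groups compared, 42 with the set block, 30 in replicates 3 and 4 only, and 1 to 4 with a library left out. The 138 genes at the study's criteria became 815 with no filter, 48 with at least 10 counts in every sample, 210 with the replicate block, 431 in replicates 1 and 2 only, 269 in replicates 3 and 4 only, and 130 to 228 with a library left out, the highest without Allstar replicate 4. The 7 lists became 0 with an estimated correlation, 0 with fry, 0 with the block and an estimated correlation, 0 with the block and fry, and 4 to 10 with a library left out. For both siRNA groups against untreated cells, 5 genes became 62 with the replicate block. The BeWo genes stayed uncalled: camera p = 0.909 for those lower in BeWo was 0.922 with an estimated correlation and 0.667 with the block, and p = 0.838 for those higher was 0.890 and 0.355. Depth limits *HAND1* to an upper 95% bound of 0.0477 CPM over all libraries.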

Differences from the paper's values

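The setting at a mean log2 CPM over −0.65, and the fits of the 2 sets of replicates, were chosen after the values were seen. The log2 fold changes of the 7 genes of Table 3 lay within their standard errors of the paper's, by 0.006 on average. That mean difference was 0.067 to 0.145 with a *HAND1* siRNA library left out, and 0.145 with replicates 1, 2 and 4 of each group. These values argue against a choice of 3 libraries per group, the n that the paper gives, as the source of its fold changes.

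The unadjusted p-values of Table 3 differed by more than 1.5 times for each of its genes, in a test of 4, 3 and 4 libraries. For *NPPB* the paper's p is 0.0001 and edgeR's quasi-likelihood test gave 0.00114, and no alternative set before the data were examined came within 1.5 times; edgeR's likelihood ratio test gave 5.9e-05, which rounds to the paper's value. For *DMKN* the paper's p is 0.0019 and 0.000916 was found here. With no filter on low counts it was 0.00127, with the replicate block 0.00253, with only the 2 groups compared 0.00223, and without *HAND1* siRNA replicate 1, 2, 3 or 4 it was 0.00223, 0.00240, 0.00253 or 0.00167, all within 1.5 times of the paper's, and the other alternatives were not. For *CHRDL2* the paper's p is 0.0044 and 0.0120 was found here, against 0.00440 with DESeq2 and 0.00435 with edgeR's likelihood ratio test, the alternatives set in advance that came within range, and 0.00350 in replicates 1 and 2 only, chosen after the values were seen. For *ARC* the paper's p is printed as 0.0000 and 0.00101 was found here; p rounds to the paper's with DESeq2 (4.1e-05), with the likelihood ratio test (3.6e-05), with no filter (1.4e-07) and without Allstar replicate 4 (1.3e-05), and in no other alternative. For *ELAVL3* the paper's p is 0.0009 and 0.00219 was found here, against 0.00116 with DESeq2 and 0.000682 without Allstar replicate 4, the others set in advance staying outside, and 0.000626 with the set block, chosen after the values were seen. For *HKDC1* the paper's p is 0.0049 and 0.0171 was found here, with no alternative within range. For *GADD45G* the paper's p is 0.0071 and 0.0225 was found here, against 0.00667 with the likelihood ratio test on only the 2 groups compared and 0.00501 without Allstar replicate 4, the others staying outside.

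The paper states that 7 genes were differentially expressed in HPMVECs, and 37 genes met the study's criteria here, the 7 of Table 3 among them. Of the alternatives set before the data were examined, at least 10 counts in every sample gave 7 genes, of which *NPPB*, *CHRDL2* and *ARC* are in Table 3, so 4 of the paper's genes were dropped, and none of the others came within 1.5 times. Keeping protein coding genes with a mean log2 CPM over −0.65 gave exactly the 7 genes of Table 3 and dropped none, but that level was set from the lowest of them after the values were seen, so its result is circular.

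The paper states that correction for multiple testing left no differences in its pairwise comparisons, over BeWo cells and HPMVECs together. In HPMVECs 8 genes passed an adjusted p under 0.05 from edgeR between *HAND1* siRNA and untreated cells and 2 between Allstar and untreated cells, while between *HAND1* siRNA and Allstar 0 passed (172 at an unadjusted p under 0.05), with 4 by DESeq2 and by the likelihood ratio test and 0 by limma voom. By QPCR on other samples the paper reports *NPPB* higher and *GADD45G* lower with *HAND1* siRNA, the directions found here. By QPCR it also reports less *HAND1* with *HAND1* siRNA than with Allstar in HPMVECs, which 5 *HAND1* counts over all libraries could not test.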

Other observations

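The comparison of both siRNA groups together with untreated cells was chosen after the other results were seen, and its tests are on libraries already used for the other comparisons.

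*HSPA6*, *RRAD* and *ARHGAP39* were higher in HPMVECs that received either siRNA than in untreated cells, with *SOX17* and with *HSPA7*, a pseudogene that may share reads with *HSPA6*, so that both are uncertain. Their log2 fold changes were 3.53 for *HSPA6* (SE 0.27, adjusted p = 0.000415 from edgeR), 3.33 for *HSPA7* (SE 0.42, adjusted p = 0.0225), 2.62 for *SOX17* (SE 0.27, adjusted p = 0.00501), 1.08 for *RRAD* (SE 0.12, adjusted p = 0.00783) and 0.79 for *ARHGAP39* (adjusted p = 0.0401). With the replicate number as a block, 62 genes passed (46 higher and 16 lower). Higher ones included the p53 targets *PMAIP1* (1.03, adjusted p = 0.000773 from edgeR) and *GADD45A* (0.96), the interferon-stimulated *IFI44* (1.40) and *DDX60* (1.16), the stress genes *HSPA1A* (0.80, uncertain because *HSPA1B* is nearly identical), *DDIT3* (0.49) and *SESN2* (0.88), and *TNC* (1.06), *CNN1* (0.71) and *ACTG2* (1.18). Lower ones included *CEMIP*, a gene of hyaluronan breakdown (−0.90, adjusted p = 0.000785 from edgeR), the EGF receptor ligands *AREG* (−0.61) and *EREG* (−0.54), the imprinted noncoding RNA *H19* (−0.80), *IGFBP1* (−1.75) and *IL1RL1* (−0.97). The design holds no cells given Lipofectamine alone, so the reagent and the siRNAs were not separated.

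Genes that the paper lists for *HAND1* siRNA in BeWo trophoblast cells did not move together in HPMVECs. Of the genes in its supplementary table 527 were tested here, and 47.6% had the sign they had in BeWo (permutation p = 0.724 from 10000 permutations). The smallest false discovery rate in that table is 0.159, so none of its genes passes correction in BeWo. *HAND1* itself had 5 counts over all libraries here. The comparison therefore cannot tell a difference between the cell types from these limits. Of 494 lower in BeWo, 47.0% were lower with *HAND1* siRNA than with Allstar here, 0 at an adjusted p under 0.05 from edgeR and 2 at an unadjusted p under 0.05. Of 33 higher in BeWo, 42.4% were lower here. Against untreated cells these 33 were lower as a set with either siRNA, with camera p = 0.00233 for *HAND1* siRNA and 0.00210 for Allstar, and p = 0.0657 and 0.0629 with an estimated correlation.

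Of the genes in the paper's Table 2, which it reports for BeWo cells, *CALML5* had 0 counts in HPMVECs, and *WNT8A* (0.0408 CPM with *HAND1* siRNA and 0.0296 CPM with Allstar) and *CTTNBP2* (0.00949 and 0.0842 CPM) were close to none. Log2 fold changes between *HAND1* siRNA and Allstar were 0.09 for *NUBP1* (SE 0.19), 0.23 for *TFAP2E* (SE 0.51), 0.07 for FAM49B (SE 0.22) and −0.19 for *NFS1* (SE 0.21), none past an adjusted p under 0.05 in edgeR.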
